A study of Mus musculus with 4 samples. Its data were reported in "Dgcr8 deletion in the primitive heart uncovered novel microRNA regulating the balance of cardiac-vascular gene program" (2018).

How the data were processed

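Hearts were taken from mouse embryos at embryonic day 9.5 in which Dgcr8, a gene needed to make most microRNAs (miRNAs), had been deleted with Mesp1-Cre, a recombinase active in early cardiac mesoderm (Dgcr8 cKO). The heart cells were dissociated, cultured, and transfected 24 h after plating with a mimic of miR-541-5p or with a negative control miRNA (NC-miRNA). Total RNA was collected 48 h after transfection. The 4 libraries fell into 2 groups of 2, NC-miRNA replicates 1 and 2 and miR-541 replicates 1 and 2, as given by the sample titles. The design therefore held 1 comparison, miR-541 against NC-miRNA in Dgcr8 cKO cells.

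Full-length cDNA was amplified from low amounts of RNA and sequenced on an Illumina instrument, and the study mapped its reads to the mouse genome build mm9 with BWA. The authors deposited a gene table in FPKM (fragments scaled by the kilobases of the transcript and by the number of assigned fragments), normalized within each library. The names of the other columns are those of an RSEM gene table with RefSeq transcripts. The length column deposited in the table is a property of the gene and was used only for the depth estimate below. A further 3 columns of per-library values carry no library name and were not used. The table held 24453 gene rows, of which 7161 were at 0 in all libraries. In 27 rows the gene name had been turned into a date, and these rows were kept under their transcript identifier. Because amplification had no molecular identifiers, counting limits given here cover counting error only.

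FPKM are not read counts, so no count model was used. The depth of each library was estimated from the steps between low values. For genes with 1 transcript, of 800 to 2500 bases and with up to 5 reads, FPKM multiplied by an effective length and by the library's number of fragments should give whole numbers, and the number of fragments and the length offset that made them most nearly whole were searched for. The estimates were 2380000 and 4530000 fragments for NC-miRNA replicates 1 and 2, and 6380000 and 4170000 for miR-541 replicates 1 and 2. With them, 96.6% to 97.8% of the values used came within 0.1 of a whole read. A floor of 3 reads was computed for each gene and library from these estimates, except for genes hardly longer than the length offset. Where both libraries of a group were at or under it, the fold change was given only as a bound against the floor.

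Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), two-sided, over the 11100 genes with a mean FPKM of at least 1 in the 4 libraries. P-values were adjusted by the Benjamini-Hochberg method over these genes, and every adjusted p-value of a gene comes from this test. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The study's text gives a 1.5-fold change and a p-value under 0.05 for its bulk hearts, and mentions no adjustment there. It states no threshold for the miR-541 counts. Genes with an unadjusted p-value under 0.05 and a change of at least 1.5-fold were counted as well, as study-style thresholds. With 2 libraries against 2, the smallest two-sided p-value of an exact permutation test for a single value is 0.333, so no such test was made.

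Lists of marker and pathway genes, 13 in number, were tested with camera (preset inter-gene correlation of 0.01, two-sided), with Benjamini-Hochberg adjustment over the lists. The lists were sarcomere and cardiac contraction, endothelial, angiogenesis genes not restricted to endothelium, interferon response, p53 pathway, apoptosis, proliferation, oxidative phosphorylation, macrophage, erythroid, fibroblast and matrix, smooth muscle, and epicardial. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. From the study's text, the named genes were those discussed for miR-541 in cultured heart cells, with Dgcr8 and Mesp1. The 6 predicted targets with roles in blood vessel development were added. Gata4 and Tal1, which the text discusses for miR-541 in other cells, were not included. Genes could qualify by an adjusted p-value under 0.05, a mean of at least 5 FPKM in the higher group and no overlap between groups. Of these, the 5 with the largest rise and the 5 with the largest fall were named. The last were the 2 members of each list with the largest change among those with a mean FPKM of at least 5. Genes named outside this rule are identified as such. A further 3 lists, cardiomyocyte regulators, atrial and inflow tract, and ventricular, were written after the fold changes had been seen.

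For target sites, the longest annotated 3′ UTR of each gene was taken from GENCODE vM1 on NCBIM37, which is the mm9 assembly. It was chosen among all transcripts with a 3′ UTR, so it can include sequence that is coding in another transcript. A 3′ UTR was found for 9989 of the tested genes (90.0%). Genes with at least 1 seed site of miR-541-5p, in the 7mer-m8 (AATCCCT) or 7mer-A1 (ATCCCTA) form, were compared with all other genes by the difference in median log2 fold change, and this difference was ranked among all 210 orderings of the same 7 bases. Each heptamer present in the 3′ UTRs of at least 50 genes was also scored with a rank-sum z, as measured and after a quadratic trend of log2 fold change on 3′ UTR length and GC content had been removed. Sites of the antisense strand of the mimic were examined after this ranking had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these steps, and matplotlib 3.10.9 for the plots.

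The steps were tested on simulated data. In simulated tables of 11100 genes with 200 genes changed by 2 on the log2 scale, limma recovered 90.1% of the changed genes on average over 5 runs, 7.6% of the calls were false, and the sign was right in 100% of those recovered. Camera called 5 of 5 shifted lists of 30 genes and 1 of 5 unshifted lists. The heptamer ranking, run on 9989 genes, placed a heptamer whose genes were shifted by -0.2 first in 5 of 5 runs. A drawn heptamer with no shift ranked first in 0 of 5 runs, an outcome almost certain in advance. Fold changes were shuffled across genes for these runs, so trends on 3′ UTR length and GC content were absent. Noise for limma and camera was drawn independently for each gene, so correlation between genes was not simulated.

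The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, rescaling of each library to the same sum, median-ratio scaling, quantile normalization, the replicate number as a block, eBayes without a trend, fry and camera with an estimated correlation for the lists, and each library left out in turn. For the target sites, 8mer sites alone and genes matched on 3′ UTR length were added. After the data had been seen, removal of the 3′ UTR length and GC trend was added for both kinds of site, and genes matched on 3′ UTR length for antisense-strand sites. The fits with a library left out have 1 library in a group and gave fold changes without p-values. The setting of eBayes without a trend was followed for the counts of genes only. Ranges of adjusted p-values given for single genes leave it out. Untransfected cells and cells with intact Dgcr8 were not analysed here.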

Results

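To ask what miR-541 changes in Dgcr8 cKO heart cells, gene expression was compared between cultures that received miR-541 or NC-miRNA, with 2 RNA sequencing libraries in each group. The estimated depth was 2380000 and 4530000 fragments in NC-miRNA replicates 1 and 2 and 6380000 and 4170000 in miR-541 replicates 1 and 2. Values above 0 were listed for 13862 and 14664 genes in the NC-miRNA libraries and for 15408 and 14643 genes in the miR-541 libraries. The 11100 genes with a mean FPKM of at least 1 were tested. Depth and group were partly aligned, since the shallowest library was an NC-miRNA library and the deepest a miR-541 library.

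The deleted gene was examined first. Dgcr8 (ENSMUSG00000022718, mm9 chromosome 16, 18254041 to 18289342) was at 3.92 and 6.16 FPKM in the NC-miRNA libraries and at 6.42 and 7.07 FPKM in the miR-541 libraries, a difference that did not pass the test (adjusted p = 0.286, limma). All 4 libraries came from the same genotype, so this value compares transfections and not the deletion. The transcript was above the floor of 3 reads in every library, and the loss of Dgcr8 cannot be judged from these values. Mesp1 was listed at 0 in all 4 libraries.

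The libraries separated by transfection. The Pearson correlation of log2(FPKM + 1) across genes, which are not independent replicates, was 0.982 between the NC-miRNA libraries, 0.987 between the miR-541 libraries, and 0.944 to 0.953 between groups. The first principal component held 73.8% of the variance. The SD of the log2 difference across genes was 0.395 between the NC-miRNA libraries, 0.344 between the miR-541 libraries and 0.614 between the group means. At least 1.5-fold differences were seen for 993 genes between the NC-miRNA libraries, 810 genes between the miR-541 libraries and 2337 genes between the group means. The other 2 ways to split the 4 libraries into pairs gave 369 and 356 such genes. The groups did not overlap for 7019 genes (63.2%), while chance gives 33.3% for 2 libraries against 2.

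With limma and Benjamini-Hochberg adjustment, 2408 genes had an adjusted p-value under 0.05, 1077 higher and 1331 lower in miR-541 cells. Of the alternatives, eBayes without a trend moved this count most, to 1195 genes. The share of lower genes depended on the scaling of the libraries. It was 55.3% with FPKM as deposited, 66.6% when each library was rescaled to the same sum and 46.9% with median-ratio scaling. By the study-style thresholds, an unadjusted p-value under 0.05 and a change of at least 1.5-fold, 881 genes were higher and 1222 were lower. A change of at least 1.5-fold between group means without overlap was found for 2232 genes. Both libraries of the miR-541 group were at or under the floor of 3 reads for 47 of the genes called lower.

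**Figure D1:**
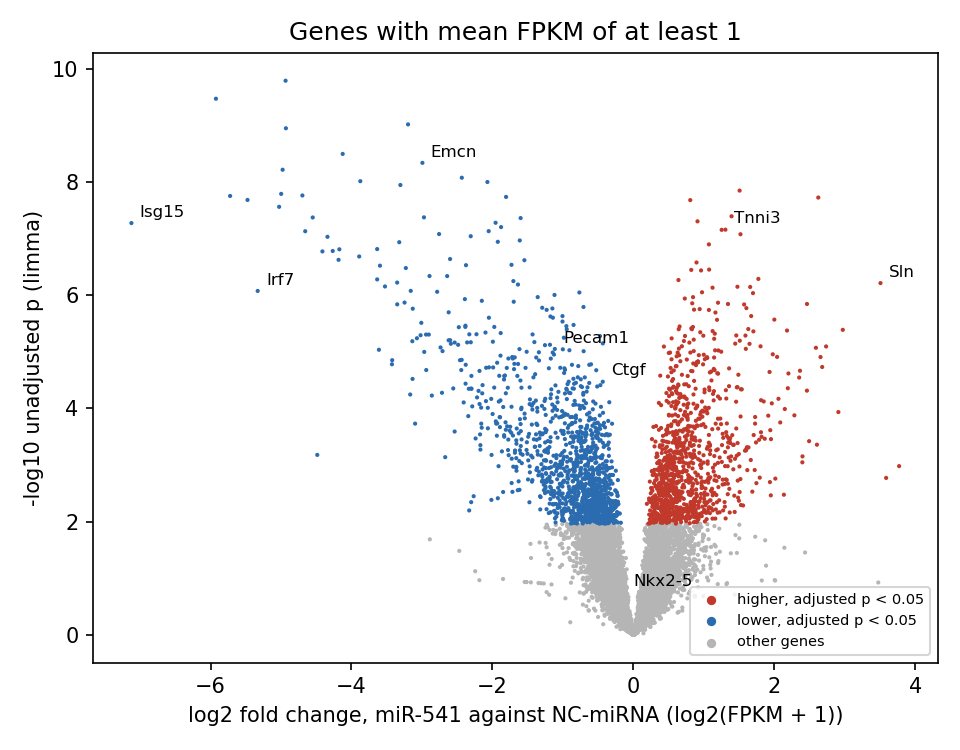
Each point is a gene with a mean FPKM of at least 1, with its log2 fold change (miR-541 against NC-miRNA, on log2(FPKM + 1)) on the x axis and −log10 of the unadjusted limma p-value on the y axis. Red points mark the 1077 genes called higher and blue points the 1331 called lower at an adjusted p-value under 0.05, and the largest falls reach further from 0 than the largest rises.

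The 5 largest falls that met the rule for named genes were all genes of the interferon response. Isg15 (ENSMUSG00000035692, chromosome 4, 155573533 to 155574927) was at 204 and 188 FPKM in the NC-miRNA libraries and at 0 and 1 FPKM in the miR-541 libraries, at least 131-fold lower against the floor of 3 reads. Rtp4 was at least 123-fold lower and Oas1a at least 105-fold lower on the same basis. Usp18 fell from 184 ± 1.42 to 2.04 ± 0.0495 FPKM (mean ± SD, n = 2 per group; log2 fold change -5.92, adjusted p = 1.88e-06, limma). Irf7 (ENSMUSG00000025498, chromosome 7, 148448605 to 148452380) fell from 70.6 ± 3.60 to 0.91 ± 0.99 FPKM (SD, n = 2; log2 fold change -5.33, adjusted p = 0.000132, limma).

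The 5 largest rises were more mixed. Sln, which encodes sarcolipin (ENSMUSG00000042045, chromosome 9, 53698058 to 53701651), rose from 18.04 ± 6.48 to 209 ± 7.63 FPKM (SD, n = 2; log2 fold change 3.50, SE 0.21, adjusted p = 0.000106, limma). Tnnt3 rose from 6.12 and 1.88 FPKM to 34.8 and 31.3 FPKM (n = 2; log2 fold change 2.91, adjusted p = 0.00279, limma). Atcayos was listed at 0 in both NC-miRNA libraries and at 7.08 and 6.60 FPKM in the miR-541 libraries. No floor could be computed for this gene because of its short length. Its values may thus rest on few reads, and the size of its rise is uncertain. Hba-a1 shares reads with its near-identical copy Hba-a2, was under the floor in the NC-miRNA libraries and was at least 6.39-fold higher, and with a pseudocount of 0.1 it did not pass the test (adjusted p = 0.0508, against 0.0111 with a pseudocount of 1 and from 0.00854 over its other alternatives, limma). BC002163 is annotated as a pseudogene and shares reads with Ndufs5, so its rise from 27.5 to 231 FPKM is uncertain. The sum of the 2 genes rose by only 0.53 on the log2 scale.

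The genes that the study discussed for miR-541 in cultured heart cells moved in both directions. The mature CM marker Tnni3 (ENSMUSG00000035458, chromosome 7, 4469907 to 4475831) rose from 684 ± 30.4 to 1691 ± 75.7 FPKM (SD, n = 2; log2 fold change 1.30, SE 0.057, adjusted p = 2.57e-05, limma). The endothelial marker Pecam1 (ENSMUSG00000020717, chromosome 11, 106515531 to 106611942) fell from 106 ± 5.32 to 48.4 ± 3.58 FPKM (log2 fold change -1.11, SE 0.099, adjusted p = 0.000572, limma). Nkx2-5 was at 129 and 118 FPKM in the NC-miRNA libraries and at 113 and 113 FPKM in the miR-541 libraries, a change of -0.12 (adjusted p = 0.327, limma) that did not pass the test. Ccnd2, the gene of cyclin D2, was at 65.8 and 71.5 FPKM and then at 93.2 and 91.8 FPKM, a rise of 0.43 (adjusted p = 0.0172, limma).

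Among the 6 predicted targets with roles in blood vessel development that the study named, 4 were lower and 2 were higher in miR-541 cells. Egfl7 fell from 129 ± 11.6 to 40.7 ± 0.163 FPKM (SD, n = 2; log2 fold change -1.64, SE 0.099, adjusted p = 0.000111, limma). Ctgf fell from 1120 ± 10.4 to 828 ± 2.14 FPKM (log2 fold change -0.44, SE 0.047, adjusted p = 0.00128, limma). Flna changed by -0.52 (adjusted p = 0.0122) and Hspg2 by -0.65 (adjusted p = 0.0289, limma). The call for Hspg2 was lost without the filter on low values and under quantile normalization, with adjusted p-values of 0.0557 and 0.0515, and over its alternatives it ranged from 0.0188 to 0.0557. Vegfb rose by 0.62 (adjusted p = 0.0614, and 0.0187 adjusted over the list alone; from 0.0341 under quantile normalization to 0.119 without the filter) and Hif3a by 0.25 (adjusted p = 0.421, limma). The 10 genes taken from the study's text leave out Gata4 and Tal1. Of these 10, 7 had an adjusted p-value under 0.05 over all genes tested and 8 adjusted over the list alone. Since the study displayed several of these genes from the same libraries, the second count is not independent evidence.

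**Figure D2:**
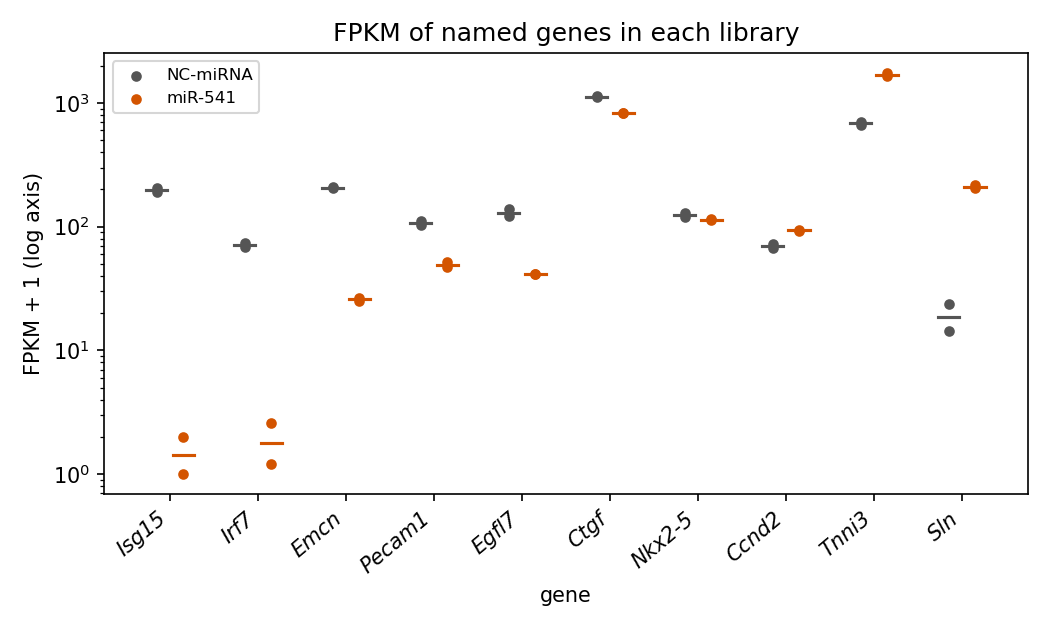
Points give FPKM + 1 on a log axis for 10 named genes in each of the 2 NC-miRNA (grey) and 2 miR-541 (orange) libraries, and bars give the group means taken on the log scale. Isg15 falls from 204 and 188 FPKM to 0 and 1 FPKM, Tnni3 rises, and Nkx2-5 differs little between groups.

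The gene lists gave the direction of whole programs. In the interferon response list, 29 of 29 tested genes were lower and all 29 were called, also when adjusted over the list alone (median log2 fold change -3.20, camera adjusted p = 1.75e-26). In this list 9 genes were under the floor in the miR-541 libraries, and the median stayed at -3.20 with these genes at their bound. In the endothelial list, 23 of 24 tested genes were lower, 21 were called lower and 23 had an adjusted p-value under 0.05 when adjusted over the list alone (median -1.62, camera adjusted p = 1.84e-13). The exception, Sox18, was called higher and is named because it was the only such member. The largest falls were those of Emcn, from 205 ± 3.18 to 24.9 ± 0.962 FPKM (SD, n = 2), and Ramp2, from 91.2 ± 10.6 to 12.6 ± 0.141 FPKM. The angiogenesis genes not restricted to endothelium did not move as a set (median -0.12, 13 of 22 lower, camera adjusted p = 0.348). Their median was -0.20 without miR-541 replicate 1. In this list 8 genes were called lower, 1 was called higher and 14 passed when adjusted over the list alone. Thbs1 changed by -1.18 and Angpt1 by 1.15 on the log2 scale.

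In the sarcomere and cardiac contraction list, 27 of 28 genes were higher, 21 were called higher and 22 passed when adjusted over the list alone (median 0.81, camera adjusted p = 1.84e-13). Tcap rose by 1.77 and Smpx by 1.52 on the log2 scale, the largest changes in the list. Oxidative phosphorylation genes were higher for 49 of 51 genes, with 34 called and 39 adjusted over the list alone (median 0.33, camera adjusted p = 2.96e-10). Cox7a1 rose by 1.09. Cox8b was listed at 0 in NC-miRNA replicate 1, and its change of 1.44 became -0.38 without that library. Proliferation genes were lower for 26 of 27 genes, with 11 called and 13 adjusted over the list alone (median -0.39, camera adjusted p = 7.61e-05). Mcm5 and Mcm7 changed most, by -0.83 and -0.76. Of the fibroblast and matrix genes, 15 of 20 were tested, and the median was 0.47 (7 called higher, 9 adjusted over the list alone, camera adjusted p = 0.00244) with rises of 1.66 for Col3a1 and 1.47 for Col6a2. Epicardial genes had a median of 0.25 (5 called higher, 1 called lower, 6 adjusted over the list alone, camera adjusted p = 0.00406), with rises of 1.16 for Msln and 1.07 for Krt19.

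The other lists were not called by camera. The p53 pathway list had a median of -0.18 (6 genes called lower, 1 called higher, 7 adjusted over the list alone, adjusted p = 0.109), with Sesn2 at -0.77 and Trp53inp1 at -0.73. This median was -0.048 without NC-miRNA replicate 1 and -0.34 without miR-541 replicate 1. The apoptosis list had a median of -0.21 (6 called lower, 3 called higher, 9 adjusted over the list alone, adjusted p = 0.122), with Nfkbia at -1.18 and Birc3 at -0.92. The adjusted p-value of Birc3 was 0.0242 and ranged from 0.0174 to 0.0606 over its alternatives, the last without the filter on low values. The smooth muscle list had a median of 0.16 (2 called higher, 2 adjusted over the list alone, adjusted p = 0.0829), and of 0.032 without NC-miRNA replicate 1. Its largest changes among genes with a mean FPKM of at least 5 were 0.94 for Cnn1 and 0.26 for Acta2, and that of Acta2 became -0.051 under quantile normalization. Of 17 erythroid genes only 6 were tested, with a median of 0.95 that was 0.22 with the 4 genes under the floor at their bound (2 called higher, 2 adjusted over the list alone, adjusted p = 0.0829). It was 0.39 without miR-541 replicate 1 and 1.44 without miR-541 replicate 2. Hbb-b1, which shares reads with other beta globin genes, rose by 1.36. Of 19 macrophage genes only 3 were tested (median 0.47, 1 called higher, 1 called lower, 2 adjusted over the list alone, adjusted p = 0.407), and Lyz2 was the only member with a mean FPKM of at least 5. It rose from 34.4 ± 9.64 to 156 ± 0.898 FPKM (SD, n = 2).

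Camera was run with a preset correlation. Under fry, the 7 lists called by camera were all called, and so were the angiogenesis, apoptosis, erythroid and smooth muscle lists, while the p53 pathway list (adjusted p = 0.134) and the macrophage list (adjusted p = 0.337) were not. With the correlation estimated from these 4 libraries, none of the 13 lists had an adjusted p-value under 0.05, and the lowest was 0.0845 for the interferon response list. The study displayed genes from these libraries that belong to the lists, 12 of the sarcomere list and 7 of the endothelial list among those tested, so these lists are not independent of its text.

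**Figure D3:**
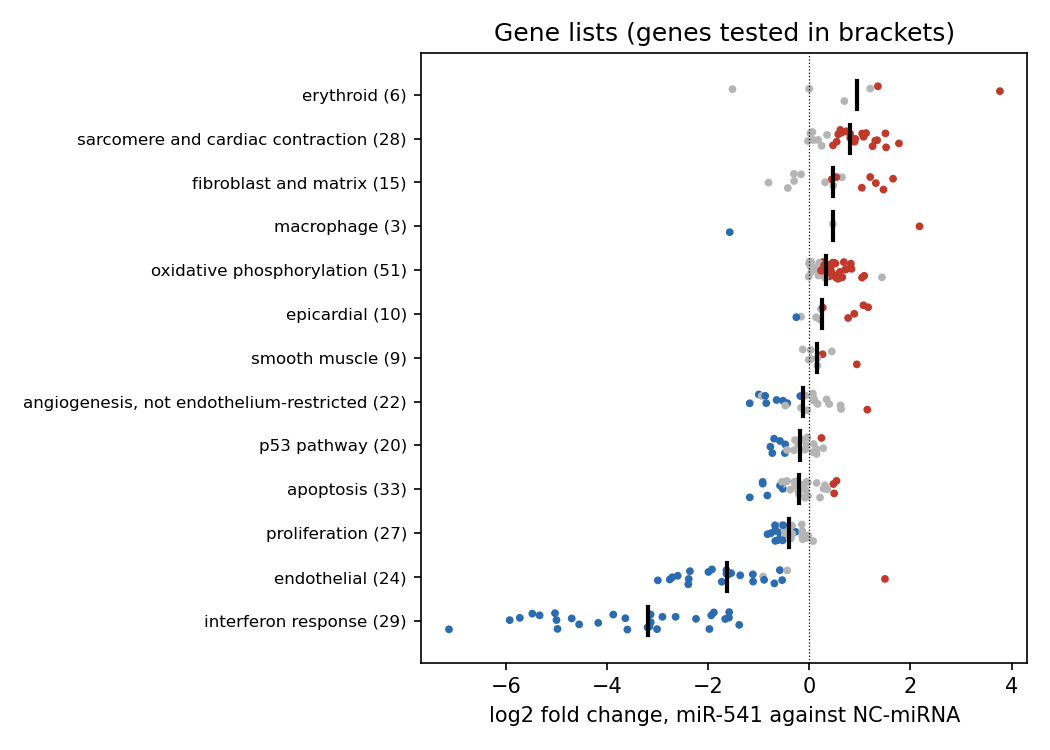
Each point is a gene of a list, placed by its log2 fold change (miR-541 against NC-miRNA, on log2(FPKM + 1)) on the x axis, and black bars are list medians. Red and blue points are genes called higher and lower at an adjusted p-value under 0.05, grey points were not called, and vertical scatter within a list only separates points. The interferon response list (median -3.20) and the endothelial list (median -1.62) lie lowest.

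To ask whether direct targets of miR-541-5p fell, genes were grouped by sites for its seed in the 3′ UTR. The 1248 genes with at least 1 site had a median log2 fold change -0.058 relative to the other genes. This was rank 26 of the 210 orderings of the same bases, a share of 0.124, and so did not stand apart from other seeds. Among genes with a mean FPKM of at least 5 the difference was -0.072 and its share was 0.0381, and over all alternatives the share ranged from 0.0381 to 0.243. With genes matched on 3′ UTR length the difference was -0.026 (share 0.143), and it was -0.034 under quantile normalization. Without NC-miRNA replicate 1 the difference was -0.037, and it was the same without miR-541 replicate 2. Of the genes called lower that had a 3′ UTR, 161 of 1245 (12.9%) had a site, against 92 of 969 (9.49%) of the genes called higher and 12.5% of all 9989 genes. The 3′ UTR of Ctgf (chromosome 10, 24317418 to 24318489, plus strand) holds 1 such site, AATCCCT at 24318285 to 24318291, and that of Egfl7 holds ATCCCTA on chromosome 2 at 26447995 to 26448001. Of the other predicted targets with roles in blood vessel development, Flna, which fell, and Hif3a, which rose by 0.25, also hold AATCCCT, and Hspg2 and Vegfb hold no such site. The 3′ UTRs taken for Egfl7 and Flna span introns, that of Flna with 6699 bases over chromosome X 71468800 to 71485660. Whether their sites lie in the 3′ UTR of other transcripts of these genes was not examined. Sites are given on mm9, and each matched the genome sequence.

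All heptamers were then ranked by the shift of the genes that carry them. Of 16078 heptamers, TGGTCAC and GGTCACA were at ranks 1 and 2 from the low end, with z of -11.1 and -10.4 as measured and of -8.79 and -8.09 after the trends on 3′ UTR length and GC content were removed. Genes with these heptamers had medians -0.16 and -0.17 relative to genes without them (1014 and 977 genes). Both heptamers are complementary to the 5′ end of the sequence TGTGACCAACATCAGAATCCCTT, which pairs with miR-541-5p (AAGGGATTCTGATGTTGGTCACACT) and leaves 2 of its 3′ bases unpaired. The longest annotated 3′ UTRs of Flna, which fell, and of Hif3a, which did not, hold both heptamers as well as a miR-541-5p site. For Flna this 3′ UTR spans introns, so its sites may not be 3′ UTR sites in other Flna transcripts. The miR-541-5p seed heptamer AATCCCT was at rank 4614 after the trends were removed.

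**Figure D4:**
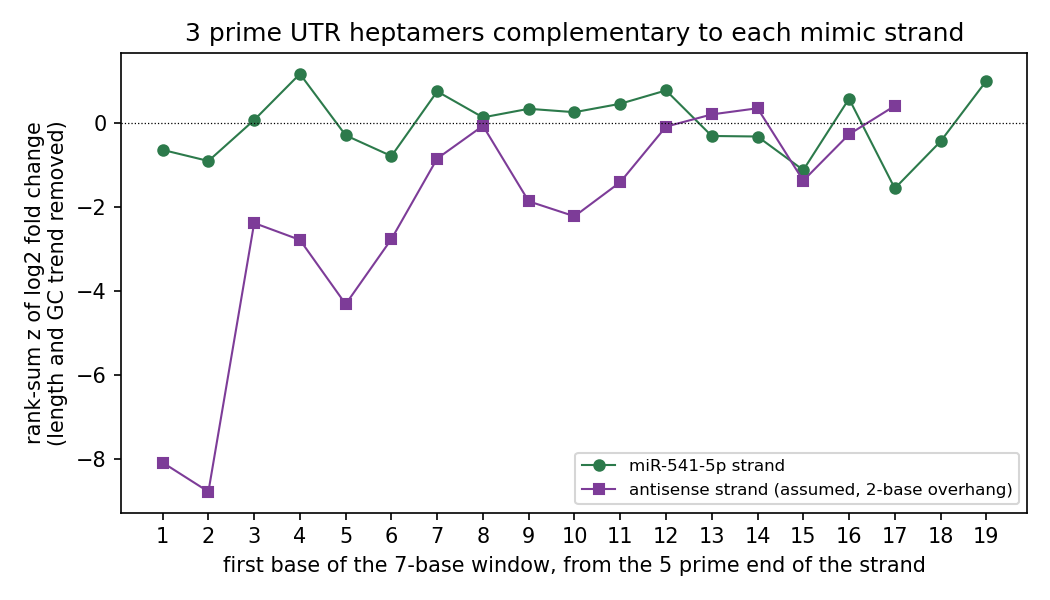
The x axis is the first base of each 7-base window along miR-541-5p (green) and along its assumed antisense strand with a 2-base overhang (purple), and the y axis is the rank-sum z of log2 fold change for genes whose 3′ UTR holds the complementary heptamer, after removal of length and GC trends. The first windows of the antisense strand, with z of -8.09 and -8.79, lie far below all windows of miR-541-5p.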

Values the study reported

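The study reported that 1,486 genes were lower and 1,261 genes were higher in Dgcr8 cKO heart cells given miR-541 than in those given NC-miRNA. It counted 270 of the lower genes as putative miR-541-5p targets by TargetScan.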

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

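Of the counts, the genes with an adjusted p-value under 0.05 fell from 2408 to 1195 when eBayes was run without a trend, with 1128 genes in both. A mean FPKM of at least 5, which leaves fewer genes to test, lowered the genes past the study-style thresholds from 2103 to 1390 and the genes changed at least 1.5-fold without overlap from 2232 to 1413. Leaving out 1 library gave from 2381 to 2712 such genes, where fewer libraries make overlap rarer by construction. Rescaling the libraries to the same sum gave 874 higher and 1740 lower genes, and median-ratio scaling gave 1277 higher and 1130 lower genes, against 1077 and 1331 with FPKM as deposited. The median log2 fold change of all tested genes was -0.043 as deposited, -0.12 after rescaling and 0.0035 after median-ratio scaling, so a small change in one direction has no firm sign.

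The replicate numbers are shared between the groups, but the deviations of libraries with the same number were barely related (correlation across genes 0.055), so they were read as names. With the replicate number as a block, 2332 genes had an adjusted p-value under 0.05, 2183 of them also without the block, and no call of the 13 gene lists changed. The count by the study-style thresholds was 2112, against 2103 without the block.

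The calls of the lists depended most on how correlation between genes was handled. With the correlation estimated from 4 libraries the medians stay, by construction, and the calls were lost for the lists of sarcomere (0.81), endothelial (-1.62), interferon response (-3.20), proliferation (-0.39), oxidative phosphorylation (0.33), fibroblast and matrix (0.47) and epicardial (0.25) genes, with adjusted p-values from 0.0845 to 0.327. Fry added calls for the angiogenesis (-0.12), apoptosis (-0.21), erythroid (0.95) and smooth muscle (0.16) lists. Without the filter on low values, the p53 pathway list (-0.18) and the apoptosis list (-0.21) were called, each with an adjusted p-value of 0.0366, and as genes near 0 entered the medians went from 0.47 to -0.11 for macrophage, 0.95 to 0.10 for erythroid, 0.47 to 0.19 for fibroblast and matrix, 0.16 to 0.098 for smooth muscle and -0.12 to -0.075 for angiogenesis genes. The scalings changed no direction or call of the 13 lists fixed before the data were seen.

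Across the 4 fits that each left out 1 library, the list medians kept their direction. They ran from 0.76 to 0.82 for sarcomere, -1.66 to -1.54 for endothelial, -3.59 to -3.28 for interferon response, -0.52 to -0.32 for proliferation, 0.29 to 0.40 for oxidative phosphorylation, 0.34 to 0.54 for fibroblast and matrix, and 0.23 to 0.31 for epicardial genes. Among lists not called by camera they ran from -0.20 to -0.11 for angiogenesis, -0.34 to -0.048 for p53 pathway, -0.29 to -0.15 for apoptosis, 0.32 to 0.61 for macrophage, 0.39 to 1.44 for erythroid and 0.032 to 0.20 for smooth muscle genes. For all of these shifts the cause was not tested.

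For genes with miR-541-5p seed sites, the difference passed the share of 0.05 only among genes with a mean FPKM of at least 5 (-0.072), and the fits without 1 library gave from -0.061 to -0.037. The difference was -0.026 with genes matched on 3′ UTR length, -0.027 after removal of the length and GC trend, an alternative chosen after seeing the data, and -0.034 under quantile normalization. For antisense-strand sites, where every alternative was chosen after seeing the data, matching on length gave -0.13 and removal of the trend -0.12. The cause was not tested.

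Except for eBayes without a trend, the alternatives were followed for the 49 tested genes picked by the naming rule. These included Myl2 and Myh7 of the ventricular list. The alternatives were not followed for genes named outside the rule, such as Sox18, Csf1r, Cd53, Tbx20, Myocd, Popdc2 and Rps27rt. Among the 49 genes, the direction changed for Acta2 under quantile normalization (-0.051) and for Cox8b. Cox8b ran from -0.38 to 3.25 as single libraries were left out, because it was listed at 0 in NC-miRNA replicate 1. Under the followed settings that kept all libraries, 339 values of the 49 genes and of the antisense-strand site genes kept direction and call. Whether single genes keep their call under eBayes without a trend was not counted. A call was lost for 6 values, Acta2 under quantile normalization among them (adjusted p = 0.266, limma), and 1 gained a call. With 2 libraries per group, leaving 1 out moves a mean by less than the spread between them almost by construction, so these fits say little about stability. Depth limits the genes under the floor of 3 reads, such as Isg15, whose fall has a bound and no upper limit.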

Other observations

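Several tests were chosen after the results they bear on had been seen. They were those of macrophage genes, of overlap between the interferon and endothelial lists, of cardiomyocyte regulators, and of atrial and ventricular genes. So were those of 3′ UTR length and of the heptamers at the high end of the ranking. The lists of regulators, atrial and ventricular genes were written then. Antisense-strand sites were examined after the heptamer ranking had been seen, and every alternative for them was chosen after seeing the data. The other tests were written before their outcome was known. All of these tests, early and late, use the same 4 libraries in which the patterns were found.

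The sharpest difference between the groups was in interferon response genes, whose median FPKM was 27.4 in NC-miRNA cells and 0.637 in miR-541 cells. A difference in depth is argued against, because the NC-miRNA libraries had unlike depths and differed by only -0.0059 in the list's median log2 value. More macrophages in the NC-miRNA cultures are argued against as well, since the 18 macrophage genes in the table had a median of 0.045 FPKM in NC-miRNA cells, far below that of the interferon genes. The 3 members tested moved both ways, with Lyz2 at 2.18, Csf1r at 0.47 (not called) and Cd53 at -1.57 (adjusted p = 0.00831). Other immune cells were not tested. What stays open is which group departed from the state before transfection. The NC-miRNA mimic may have raised an interferon response that miR-541 did not raise, or miR-541 may have lowered one. With 0 libraries of untransfected cells in the comparison, these cannot be told apart. Of the 29 interferon genes tested, the study displayed 1 from these libraries.

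Endothelial genes were lower in miR-541 cells whether or not they carry sites for the mimic. The 23 endothelial genes with no miR-541-5p seed site had a median log2 fold change of -1.61, and the 21 with no antisense-strand site had one of -1.64, so direct repression through these sites is argued against as the cause for the list as a whole. The well-expressed members point the same way, since 17 of 17 endothelial genes with a mean FPKM of at least 5 were lower, from -0.54 to -2.99. Fewer endothelial cells in the miR-541 cultures would give this, although falls this unequal are not a single common factor, and a lower output per cell is also possible. A link to the interferon difference stays open. The lists share 0 genes, and the endothelial median of -1.62 moved in the same libraries as the interferon list, so a common cause and separate causes cannot be told apart in this design.

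Of the 24 sarcomere genes with a mean FPKM of at least 5, 23 were higher in miR-541 cells, with changes from -0.024 to 1.77. A higher share of CMs should also raise their regulators. The median of 6 cardiomyocyte regulators (0.11) was -0.70 relative to that of the sarcomere list (permutation p = 0.0155), but they moved both ways. Nkx2-5 changed by -0.12, Tbx20 by -0.10, Myocd by 0.034 and Popdc2 by 0.18, none of them called. Tbx5 rose by 1.14 and Smyd1 by 0.39, both called. Over its alternatives the adjusted p-value of Smyd1 (limma) ranged from 0.00991 to 0.0579. Its call was lost at the last, without the filter on low values. The 6 regulators were chosen with the fold changes known, so this permutation test cannot decide. A change in the share of CMs stays open. Atrial and inflow tract genes had a median of 0.73, with 13 of 15 higher and 9 called higher, led by Vsnl1 (2.36) and Gja5 (1.57). Ventricular genes had a median of 0.045, which was -0.028 with the libraries rescaled to the same sum. The difference between these lists did not pass a permutation test (p = 0.0523, two-sided, 100000 resamples of genes, which are not independent replicates). Each of them shares 3 genes with the sarcomere list. Without these, 12 atrial genes had a median of 0.64 (6 called higher, 1 called lower) and 9 ventricular genes one of 0.037 (2 called higher, 1 called lower; permutation p = 0.0789 for the difference, two-sided). The ventricular genes moved both ways, so a shift in the share of atrial and ventricular cells stays open. A change in sarcomere gene output per cell remains possible and was not tested.

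Genes whose 3′ UTR carries a seed site of the antisense strand of the miR-541 mimic (TGGTCAC or GGTCACA) fell, while genes with miR-541-5p seed sites did not stand apart. The 1554 genes with an antisense-strand site had a median -0.16 relative to other genes, rank 2 among the 630 orderings of the same bases. Both heptamers were picked because they ranked lowest on the same fold changes. This rank and the shares that follow therefore restate that choice in part. Of the genes called lower, 279 of 1245 (22.4%) had such a site, against 81 of 969 (8.36%) of the genes called higher and 15.6% of all genes. For miR-541-5p sites these shares were 12.9%, 9.49% and 12.5%. The fall was graded by site type after removal of the length and GC trends, with -0.18 for 382 genes with the 8mer TGGTCACA, -0.12 for 7mer-m8 and for 7mer-A1 sites, and -0.065 for genes with the 6mer alone. The miR-541-5p site types had smaller values, with -0.049 for the 8mer, -0.036 for 7mer-m8, -0.021 for 7mer-A1 and -0.026 for the 6mer alone.

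Several technical explanations of this pattern are argued against. After the trends on 3′ UTR length and GC content were removed, z for TGGTCAC was -8.79 and the heptamer still ranked 1 of 16078. A DNA motif or base composition should act on both orientations, but the best rank of the reverse complements was 1849 after the trends were removed and 1193 as measured (z of -4.23, against -11.1 for TGGTCAC). Between libraries of the same group, the most extreme rank of the heptamers was 1667, so their genes did not stand out between replicates. Heptamers that were lowest between groups by chance would most likely rank so as well. This rank therefore cannot exclude chance. Without the interferon and endothelial genes the difference was -0.16, and it ran from -0.17 to -0.14 as each library was left out. After removal of the length and GC trends, genes with at least 2 sites had a median -0.16 relative to genes with 1 site. Repression through the sites would give such a difference (permutation p = 3.00e-05, two-sided, 220 and 1334 genes). Genes with sites in the coding sequence alone had a median -0.12 relative to genes with no site, and those with 3′ UTR sites alone had one of -0.13. The coding difference was at rank 11 among the 630 orderings of the same bases. A trend on coding length was not removed. The smaller effect of coding sites that had been predicted was not seen (difference 0.015, permutation p = 0.457), which leaves that point open.

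A candidate explanation is therefore that the antisense strand of the mimic was loaded and repressed its own seed matches, with a median effect of -0.16 that was larger here than the -0.058 of the miR-541-5p seed. With the length and GC trend removed these values were -0.12 and -0.027. The sequence of that strand in the mimic is not stated, and the 2-base overhang used here was chosen because it fits the ranking. Part of the change after miR-541 transfection may thus come from a strand other than miR-541-5p. The study has other evidence for miR-541-5p itself. It reported that a reporter with a Ctgf 3′ UTR fragment, and CTGF protein in a mouse endothelial cell line, were lower after miR-541-5p transfection. In the 3′ UTR of Ctgf a miR-541-5p site was found and no antisense-strand site. The heptamers at the high end of the ranking after trend removal were TGGAGAA, ATGGAGA, TGTCACG and CGGAGAA, with z from 3.80 to 4.66. As measured, their z ran only from 1.27 to 2.62, with median differences from 0.011 to 0.082. Their ranks from the high end as measured were 47, 58, 3 and 2 of 16078, in the same order. Between the miR-541 libraries alone, their z ran from -2.70 to -0.088. Genes with these heptamers were relatively lower in NC-miRNA cells, by little as measured. Part of the fold changes may thus come from repression by the control mimic through its own seed sites. The sequence of the NC-miRNA mimic was not used here, and this and other causes cannot be told apart.

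A few genes were listed at 0 in a single library and were abundant in another. There were 5 genes at 0 in exactly 1 library with at least 50 FPKM in another. Of these, Rps27rt (828 FPKM in miR-541 replicate 1, and 0 in NC-miRNA replicate 2) and Hist1h2ap (162 FPKM in NC-miRNA replicate 2, and 0 in replicate 1) were chosen after their values were seen. Reads shared with a near-identical copy may account for them. When Rps27rt was summed with Rps27, Hist1h2ap with Hist1h2ao, and BC002163 with Ndufs5, replicates differed by at most 1.38-fold, while Rps27rt alone differed by 10.4-fold between the miR-541 libraries. No biological explanation was tested for these genes.

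The direction of some genes differs from the text of the study. The study described Nkx2-5 as raised and cyclin D2 as reduced by miR-541 in q-PCR of cultured CMs. In these libraries Nkx2-5 changed by -0.12, which did not pass the test and ran from -0.19 to -0.060 as each library was left out, and Ccnd2 rose by 0.43. The difference between the assays was not tested. In the test of seed sites, 161 genes called lower had a miR-541-5p site. That is lower than the count of putative targets quoted from the study above, which rests on another prediction method and threshold.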
